A study of Homo sapiens with 12 samples. Its data were reported in "Human hematopoietic signal peptide-containing secreted 1 (hHSS1) modulates genes and pathways in glioma: implications for the regulation of tumorigenicity and angiogenesis" (2014).

How the data were processed

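Transcript levels were measured in cultures of A172, an adherent cell line established from a human glioblastoma, on GeneChip Human Gene 1.0 ST arrays (Affymetrix), which read most genes with probes spread over their exons. The 12 arrays fell into 4 groups of 3 cultures by the sample titles: wild-type cells, a mock line stably transfected with the empty vector, and clones 7 and 8, each stably transfected with the vector carrying hHSS1. hHSS1 is listed here under its present symbol, EMC10, and was formerly C19orf63. The cultures were harvested after 4 days. The arrays carry biological replicates by the study's methods, that is, separate cultures, but each control and each clone is 1 cell line. P-values therefore measure the spread between cultures of 1 mock line and 2 clones, not between independently made lines.

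The deposited values were log2 expression levels, 1 per probe set and array, already summarized and normalized by the authors. Partek is the software the submitters' processing notes name, with no version. The study's methods name 2 programs for its arrays without saying which was used for A172, and the summary and normalization method is not given in the sources used here. The table held 33297 probe sets on 12 arrays with 0 missing values. The array medians lay between 8.60 and 8.67 and the interquartile ranges between 3.13 and 3.36, so that no further normalization was applied for the reported values. An array has no read depth, and the number of arrays limits the precision. No detection call came with the values, so that dim probe sets could not be told from background except by their level.

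Of the probe sets, 19460 had a single gene symbol in the platform annotation, 1754 had several and 12083 had none listed there. Of those with a single symbol, 19429 were found by Entrez number in a RefSeq gene table (assembly GRCh38.p14), which changed 0 symbols. This table was used only for names, chromosomes and the order of neighbouring genes. The chromosome given is that of the named gene, not of the probes. For the 769 genes with more than 1 probe set, the probe set with the highest mean over the 12 arrays was kept. In 3 of these genes at least 1 probe set changed between the clones and mock, in 2 of the 3 each probe set did, and 0 had probe sets changed in opposite directions. This left 18417 genes. Genes with near-identical copies share probes, and their values are called uncertain where they are named. KRT81, POTEB and BRCA2, which the study discusses, had no probe set with a single symbol and were not analysed here.

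A linear model over the 4 groups was fitted to each gene with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the data.table package in version 1.17.8. There were 6 contrasts: both clones against mock, clone 7 against mock, clone 8 against mock, clone 8 against clone 7, mock against wild-type, and both clones against wild-type. The mean of both clones gives each clone equal weight. P-values were adjusted by the Benjamini-Hochberg method over the genes of a contrast. A gene was called changed (risen, fallen, higher or lower) at an adjusted p under 0.05 and a difference of at least 1.5-fold, the limits of the study. Where a count used the adjusted p alone, the text says so. Errors on log2 differences are standard errors from the model, and errors on group levels are SDs over 3 arrays.

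Gene lists (30) were tested with camera, which asks whether a list's genes rank higher or lower than the other genes, with its preset inter-gene correlation of 0.01 and with an estimated correlation, and adjusted over the lists. The lists were the EMC complex, endoplasmic reticulum stress and degradation, DNA replication, mitosis, homologous recombination, p53 targets, cholesterol synthesis, fatty acid synthesis, butanoate and branched-chain amino acid breakdown, glycolysis and hypoxia, oxidative phosphorylation, factors that promote or restrain angiogenesis, migration and invasion, cell-cell adhesion, extracellular matrix, contractile genes, interferon-stimulated genes, inflammatory genes, immediate-early genes, markers of astroglial, neuronal, epithelial, endothelial, leukocyte and fibroblast cells, the study's lists of genes up-regulated and down-regulated in A172, and its tables of the genes most up-regulated and most down-regulated in U87, another glioma line, which hold only a part of the genes changed there. Lists needed at least 3 measured members. Over-representation of each chromosome among the genes risen or fallen was tested with two-sided Fisher's exact tests, adjusted over chromosomes and directions, against the genes tested that have a chromosome. Medians of gene sets along a chromosome were set against 10000 random sets of the same size, matched in 10 bins of mean level. Running medians over 25 neighbouring genes were set against 1000 shuffles of gene order, with the limit taken as a distance from the median of the genes in the profile.

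The groups, contrasts, lists, limits, most alternatives and the rule for named genes were chosen before the data were examined. Some lists of functions and markers hold genes that the study had reported as changed in these samples. Calls of those genes are not independent evidence. The rule took hHSS1, the 12 largest rises and 12 largest falls in both clones together among genes changed the same way in each, and up to 5 rises and 5 falls against mock for each clone and for mock against wild-type, and likewise 8 and 8 between the clones, where none passed. It also took up to 4 members of each list with the smallest p, the genes that the study measured by PCR or discusses for A172, and the genes that it compared with hHSS1 in tumours. Comparisons that share control arrays were set against 100 simulated data sets with no group difference and the same spread of a gene in every group. Counts of calls were recomputed for other splits of the arrays, 100 at most.

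The alternatives were quantile normalization, median centring, leaving out the dimmest 30% of genes, a replicate block, an intensity trend with robust shrinkage, no shrinkage, only the groups compared in the fit, every probe set by itself, no fold limit, a 2-fold limit, an unadjusted p under 0.001 with 1.3-fold (the limits of the study's pathway analysis), mock and wild-type averaged as the control, crossed controls for the overlap of the clones, an estimated correlation for the lists, brighter genes as the background for chromosomes, and each array left out in turn. A pair of alternatives was added after the data were seen, leaving out replicate 3 of both clones and leaving out the genes of chromosome 10.

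The steps were tested on simulated data with levels and spreads taken from the real data over 18417 genes, with 200 planted genes in each of 20 data sets. Recovery was not measured for groups of unequal spread, for correlated genes or for replicates that resemble the other clone. For both clones against mock, 97.8% of genes planted at 2-fold, 99.6% at 3-fold and 99.7% at 4-fold were recovered, with a mean of 1.35 false calls. For clone 7 against mock these shares were 97.1%, 99.4% and 99.5%, and for mock against wild-type 97.5%, 99.3% and 99.6%. A planted gene list and a planted chromosome were found in 20 of 20 data sets. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.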

Results

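Gene expression was profiled in 12 cultures of A172 glioblastoma cells, 3 each of wild-type cells, mock cells carrying the empty vector, hHSS1 clone 7 and hHSS1 clone 8. hHSS1 (EMC10) encodes a subunit of the endoplasmic reticulum membrane complex, which inserts membrane proteins, and also a secreted protein. Each array gave a log2 level for each gene, with array medians between 8.60 and 8.67. The median gene varied between cultures with an SD of 0.07 in wild-type, 0.05 in mock, 0.08 in clone 7 and 0.14 in clone 8 (log2, n = 3 each).

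hHSS1 (EMC10, probe set 8030706, chromosome 19) was 6.04-fold higher in the clones than in mock (log2 2.59 ± 0.18 SE, 6 arrays against 3, limma adjusted p = 7.82e-06). Its log2 level was 9.35 ± 0.15 (SD, n = 3) in mock, 10.75 ± 0.36 in wild-type cells, 11.87 ± 0.39 in clone 7 and 12.02 ± 0.24 in clone 8. Mock lay 2.65-fold below wild-type (log2 -1.40 ± 0.20, adjusted p = 0.00285), and the clones lay 2.28-fold above wild-type (log2 1.19 ± 0.18, adjusted p = 0.0013). Each of the 6 clone arrays, from 11.57 to 12.30, was above each of the 6 control arrays, from 9.20 to 11.13. The probe set reads transcripts from the vector and from the cell's own gene together.

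**Figure D1:**
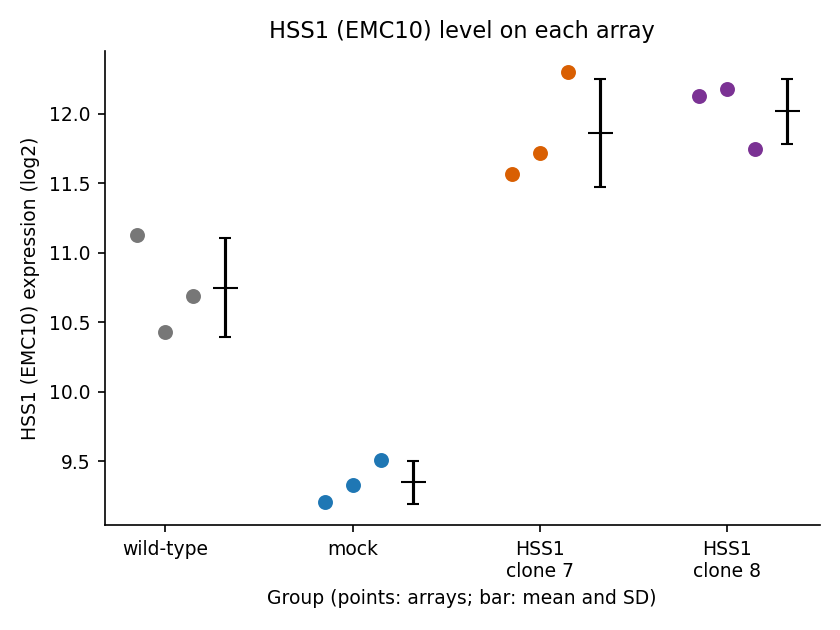
Log2 expression level of hHSS1 (EMC10, vertical axis) on each of the 12 arrays by group (horizontal axis), with a point per array and the group mean with its SD as a bar. The clone arrays sit between 11.57 and 12.30, above wild-type (mean 10.75) and mock (mean 9.35).

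The clones were set against mock to find the genes that differ with hHSS1 overexpression. After hHSS1, the genes that rose most in both clones were AMTN, which encodes the enamel protein amelotin (3.43-fold, log2 1.78 ± 0.20 SE), AADAC, an esterase of the endoplasmic reticulum (3.18-fold, log2 1.67 ± 0.25), and the zinc finger gene ZNF22 (3.07-fold, log2 1.62 ± 0.21). The junctional adhesion molecule JAM2 rose 2.8-fold (log2 1.48 ± 0.07), EDIL3, an extracellular integrin ligand, rose 2.62-fold (log2 1.39 ± 0.07), and the tight junction gene CLDN1 rose 2.22-fold (log2 1.15 ± 0.10). CCDC102B, which encodes a coiled-coil protein, fell most, to a level 10.9-fold lower than in mock (probe set 8021685, log2 -3.44 ± 0.10, adjusted p = 3.39e-09). Its levels in clone 7 (6.45) and clone 8 (6.43) lay below the lower quartile of each array (7.00 at the lowest). Such dim levels could not be told from background, so that the size of the fold is uncertain. XIRP2, an actin-binding protein gene, was 3.07-fold lower (log2 -1.62 ± 0.14), and the sulfotransferase gene SULT1B1 was 2.88-fold lower (log2 -1.53 ± 0.10). Below that quartile too were XIRP2 (6.59 and 6.79) and SULT1B1 (6.26 and 6.25) in clones 7 and 8, and ZNF22 in mock (6.42). Of genes named further on, so were ANO5 in every group (4.96 to 6.16), CD180 in clones 7 and 8 (6.106 and 6.215) and FSTL5 in clone 7 (6.90). The sizes of these folds are uncertain too.

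Among further rises were FAM133A (2.79-fold), the surface glycoprotein gene CD24 (2.67-fold), the axon guidance receptor ROBO1 (2.1-fold) and the RNA-binding protein gene BICC1 (2.08-fold). CD24 has near-identical copies in the genome, and its value is uncertain. ZNF518B rose 2.27-fold (log2 1.18 ± 0.23, adjusted p = 0.00953), a call that was lost without mock replicate 1 (adjusted p = 0.0508) and without mock replicate 2 (adjusted p = 0.0708). Its adjusted p ranged from 8.05e-05 to 0.0708 over the alternatives. Further falls were in ANKRD30B (2.46-fold, uncertain for the same reason as CD24), the galactosyltransferase gene B3GALT1 (2.45-fold), the anoctamin ANO5 (2.23-fold), RGS16, a regulator of G-protein signalling (2.18-fold), the Toll-like receptor homologue CD180 (1.98-fold), the muscarinic receptor CHRM3 (1.96-fold), the angiopoietin receptor TEK (1.91-fold), PLCXD3 (1.86-fold) and the uncharacterized LOC101928697 (2.96-fold).

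In all, 134 of 18417 genes changed between the clones and mock, 75 higher and 59 lower (6 arrays against 3). At an adjusted p under 0.05 without a fold limit, the count was 1175, and 27 genes changed at least 2-fold.

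Cell division lists shifted downwards in the clones against mock. In the list for mitosis and the spindle, 3 of 32 measured genes fell past both limits, PIMREG (log2 -0.66 ± 0.06), ERCC6L (log2 -0.61 ± 0.08) and SGO2 (log2 -0.64 ± 0.09). The last 2 lay below 1.5-fold without clone 8 replicate 1 (log2 -0.58 and -0.57), as did ERCC6L without mock replicate 1 (log2 -0.58). At an adjusted p under 0.05 whatever the fold, 23 of the 32 were lower, among them the condensin gene SMC2 (log2 -0.56 ± 0.06), and 1 was higher, the proliferation marker MKI67 (log2 0.36 ± 0.07), named after its value was seen. MKI67 lies on the end of the long arm of chromosome 10, and was at log2 -0.59 in mock against wild-type and at log2 -0.24 in the clones against wild-type. Adjusted over the list alone, 29 were lower and 1 was higher. The camera test gave an adjusted p of 1.11e-23 for a shift downwards, and adjusted p = 0.0979 with an estimated correlation. Of 28 DNA replication genes, 15 were lower at an adjusted p under 0.05 (22 adjusted over the list alone) and 1, the replication initiation gene MCM10, fell past both limits (log2 -0.63 ± 0.08). MCM10 lies on the short arm of chromosome 10, and was at log2 0.23 in mock against wild-type and at log2 -0.41 in the clones against wild-type. The helicase subunit gene MCM6 was at log2 -0.48 ± 0.07, and the list's test gave an adjusted p of 3.89e-17, and adjusted p = 0.151 with an estimated correlation. Of 14 homologous recombination genes, 5 were lower at an adjusted p under 0.05 (9 adjusted over the list alone). The DNA repair gene XRCC2 fell past both limits (log2 -0.86 ± 0.08), and BARD1, the partner of BRCA1, was at log2 -0.47 ± 0.07. That list had an adjusted p of 4.36e-08, and adjusted p = 0.166 with an estimated correlation.

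Of 22 targets of p53 measured, 13 were higher in the clones than in mock at an adjusted p under 0.05 (15 adjusted over the list alone) and 0 lower. The stress cytokine GDF15 was at log2 0.47 ± 0.05, TP53I3 at log2 0.57 ± 0.07 and ZMAT3 at log2 0.58 ± 0.07. Past both limits were 2 of the genes, TP53INP1 (log2 0.60 ± 0.07) and the death receptor FAS (log2 0.63 ± 0.14). FAS, named after its value was seen, lies on chromosome 10 and did not pass both limits in each clone alone. It was at log2 0.45 in mock against wild-type and at log2 1.08 in the clones against wild-type. TP53INP1 dropped below 1.5-fold without clone 7 replicate 3 (log2 0.57), clone 8 replicate 2 (log2 0.57) or mock replicate 2 (log2 0.58). The list's adjusted p was 1.54e-12, and adjusted p = 0.0979 with an estimated correlation.

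Of 18 cholesterol synthesis genes, 10 were lower in the clones than in mock at an adjusted p under 0.05 (13 adjusted over the list alone) and 0 higher. The acetyl-CoA acetyltransferase gene ACAT2 fell past both limits (log2 -0.68 ± 0.09), and INSIG1 (log2 -0.47 ± 0.06), FDPS (log2 -0.46 ± 0.06) and HMGCS1 (log2 -0.49 ± 0.07) were lower by less. The list's adjusted p was 5.48e-12, and adjusted p = 0.0979 with an estimated correlation. In fatty acid synthesis, the elongase ELOVL6 fell (log2 -0.83 ± 0.10), and 3 of 12 genes were lower at an adjusted p under 0.05 (4 adjusted over the list alone), among them FASN (log2 -0.31 ± 0.06). That list's adjusted p was 2.98e-05, and adjusted p = 0.151 with an estimated correlation.

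In cell-cell adhesion, 3 of 23 genes rose (JAM2, CLDN1 and the cadherin CDH10, the last by log2 0.87 ± 0.15), and at an adjusted p under 0.05 4 were higher and 1 lower (5 and 1 adjusted over the list alone). The test gave an adjusted p of 0.0281, and adjusted p = 0.169 with an estimated correlation. In migration and invasion, EDIL3, the guanine exchange factor DOCK1 (log2 0.67 ± 0.08, on chromosome 10) and the collagenase MMP1 (log2 0.78 ± 0.13) rose, and the cathepsin CTSV fell (log2 -0.60 ± 0.07). Against wild-type, DOCK1 was at log2 -0.70 in mock and -0.03 in the clones, and MMP1 was at log2 -1.35 in mock and -0.57 in the clones. For MMP1 the clones lay below wild-type by less than 1.5-fold (limma adjusted p = 0.0152, and up to 0.087 with 1 array left out), which was not a call. At an adjusted p under 0.05, 6 of 29 were higher and 3 lower, with the same counts adjusted over the list alone. CTSV dropped below 1.5-fold without clone 7 replicate 3 (log2 -0.57), clone 8 replicate 1 (log2 -0.57), mock replicate 1 (log2 -0.58) or mock replicate 2 (log2 -0.58). The list's adjusted p was 0.000585, and adjusted p = 0.166 with an estimated correlation. Of 30 extracellular matrix genes, 5 were higher and 1 lower at an adjusted p under 0.05 (8 and 1 adjusted over the list alone). LTBP2 was at log2 0.56 ± 0.05, COL6A1 at log2 0.43 ± 0.05 and NID1 at log2 -0.37 ± 0.04, and the adjusted p was 0.0208, and adjusted p = 0.272 with an estimated correlation. In clone 8 alone the matrix list was not called (adjusted p = 0.0912), and against wild-type it turned downwards in the clones, not called (adjusted p = 0.0883), with a mean of log2 -0.20 and 4 genes higher and 7 lower at an adjusted p under 0.05. In the interferon-stimulated list 0 of 24 genes passed both limits and 4 were lower at an adjusted p under 0.05 (6 adjusted over the list alone), such as OAS3 (log2 -0.48 ± 0.09). That list's adjusted p was 0.0208, and adjusted p = 0.441 with an estimated correlation, and in clone 7 alone it was not called (adjusted p = 0.0988).

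Between the clones and mock 13 of the 30 lists were called with the preset correlation and 2 with an estimated correlation. Among 84 splits of the clone and mock arrays, 10 gave as many called lists. Lists that the study drew up were tested as well. Of its genes up-regulated in A172, 35 of 35 measured were higher at an adjusted p under 0.05 and 29 past both limits, and of those down-regulated, 45 of 45 were lower and 37 past both limits, with the same counts of 35 and 45 adjusted over the list alone. These lists were chosen on these samples and are not independent evidence of their direction. With an estimated correlation both held (adjusted p = 0.0019 for each). Genes of the study's A172 tables also stand in the lists of functions and markers. Among them are PIMREG, ERCC6L, SGO2, MCM10, XRCC2, ACAT2, ELOVL6, JAM2, CLDN1, CDH10, EDIL3, DOCK1 and CTSV. Their calls are not independent of the study either. For U87 its tables of the most up-regulated and most down-regulated genes were tested, a part of the genes that it found changed there. The down-regulated table had 9 of 35 lower and 2 higher at an adjusted p under 0.05 (13 and 3 adjusted over the list alone), with an adjusted p of 0.0165, and adjusted p = 0.173 with an estimated correlation. In that table the matrix gene NID1 and the mitotic genes KNL1 (log2 -0.53 ± 0.08) and KIF15 (log2 -0.54 ± 0.09) were lower. Of 18 genes in the up-regulated table, 2 were higher and 2 lower at an adjusted p under 0.05 (4 and 2 adjusted over the list alone), with no call (adjusted p = 0.25).

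The list for butanoate, propanoate and branched-chain amino acid breakdown had members going both ways. It is not the same set as butanoate metabolism, the study's leading pathway, in which the study also counted ELOVL6. The study tested over-representation among changed genes whatever their direction, while camera tests a shift in 1 direction. The camera result therefore does not test the study's finding. AADAC and the enoyl-CoA hydratase ECHS1 (log2 0.65 ± 0.06) rose, as did the acyl-CoA dehydrogenase ACADSB (log2 0.61 ± 0.10), and ACAT2 fell. ECHS1 and ACADSB lie on the end of the long arm of chromosome 10. Of 33 measured, 3 were higher and 4 lower at an adjusted p under 0.05 (4 and 4 adjusted over the list alone), and the list was not called (adjusted p = 0.409). Its median was below 0 (log2 -0.03) and its mean above 0 (log2 0.01). In clone 8 alone it was called downwards (adjusted p = 0.0162, and adjusted p = 0.532 with an estimated correlation). In clone 7 it was not called (adjusted p = 0.2), with a mean above 0 (log2 0.08). A test for change in either direction (fry) gave the list an adjusted p of 1.69e-09 in the clones against mock. By that test all lists but the neuronal, endothelial and fibroblast markers were under 0.05, so that it does not single out this list.

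In the EMC complex, hHSS1 itself changed and 0 of the other 9 measured members did. EMC6 was nearest, at log2 -0.32 ± 0.10 (adjusted p = 0.0717), and adjusted over the list alone 1 gene was higher and 1 lower. Endoplasmic reticulum stress genes had 3 of 24 higher and 1 lower at an adjusted p under 0.05, the same adjusted over the list alone, with HERPUD1 at log2 0.26 ± 0.05 and no call for the list (adjusted p = 0.104), which was called upwards in clone 7 alone (adjusted p = 0.0443, and adjusted p = 0.182 with an estimated correlation). Of 25 genes that promote angiogenesis, TEK fell, and at an adjusted p under 0.05 1 was higher and 2 lower (2 and 2 adjusted over the list alone), including VEGFA (log2 -0.20 ± 0.05). Of 20 that restrain it, 2 were higher and 1 lower (4 and 2 adjusted over the list alone), with thrombospondin THBS2 at log2 0.46 ± 0.07. Neither was called (adjusted p = 0.543 and 0.166), and for the promoting list the median lay above 0 (log2 0.06) and the mean below (log2 -0.01). Of the genes that the study compared with hHSS1 in tumours, BRCA1 was 1.28-fold lower (adjusted p = 0.0321) and COL18A1, the endostatin precursor, 1.15-fold higher (adjusted p = 0.0466), both under the fold limit. JAM2 rose, and EGFR (log2 -0.26), THBS1 (log2 0.22 ± 0.32), MMP9 (log2 0.15), CDKN2A (log2 -0.07), ADAMTS1 (log2 0.05), STAT3 (log2 -0.05) and APLN (log2 -0.03) did not pass the test.

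No other list was called between the clones and mock, and of these the immediate-early genes came closest (adjusted p = 0.0682). In that list the ETS factor ETV1 fell (log2 -0.67 ± 0.07), and 3 of 24 genes were higher and 1 lower at an adjusted p under 0.05 (7 and 1 adjusted over the list alone). Among contractile genes TMOD1 fell (log2 -0.70 ± 0.09), TAGLN (log2 0.85 ± 0.15) and ACTA2 (log2 0.76 ± 0.14) rose, and 4 of 18 were higher and 2 lower (5 and 2 adjusted over the list alone; adjusted p = 0.0684). In clone 7 alone the contractile list was called upwards (adjusted p = 0.0483, and adjusted p = 0.146 with an estimated correlation). In the inflammatory list the cytokine IL18 rose (log2 0.84 ± 0.10) and complement factor CFI fell (log2 -0.63 ± 0.12), 1 of 23 each way by either adjustment (adjusted p = 0.212). CFI lost its call without mock replicate 1 (adjusted p = 0.0583, over a range of 0.000809 to 0.0583), and lay below 1.5-fold without clone 7 replicate 3 (log2 -0.56) or clone 8 replicate 1 (log2 -0.57). Glycolysis and hypoxia genes had 1 of 21 higher and 2 lower at an adjusted p under 0.05 (2 and 5 adjusted over the list alone; adjusted p = 0.28), and oxidative phosphorylation 1 of 23 higher by either adjustment (adjusted p = 0.751), with the median just below 0 and the test upwards.

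The astroglial and neural stem marker nestin (NES) fell (log2 -0.73 ± 0.06), with 1 of 18 such genes higher and 2 lower at an adjusted p under 0.05 by either adjustment (adjusted p = 0.751). Neuronal markers had 1 of 15 higher by either adjustment (adjusted p = 0.105). The epithelial keratin KRT15 fell (log2 -0.66 ± 0.06), as did ELF3 (log2 -0.77 ± 0.19), with 0 of 15 higher and 2 lower (1 and 2 adjusted over the list alone; adjusted p = 0.166). ELF3 lost its call without any 1 of the mock arrays (adjusted p = 0.147, 0.147 and 0.103), any 1 of the wild-type arrays (adjusted p = 0.0521, 0.0545 and 0.0526) or clone 8 replicate 1 (adjusted p = 0.0589), over a range of 4.85e-05 to 0.147. Of 14 endothelial markers TEK alone was lower by either adjustment (adjusted p = 0.543), and the list's median was above 0 (log2 0.01) with its mean and test below. Of 14 leukocyte markers IL2RG rose (log2 0.81 ± 0.10) and CD180 fell, with 1 higher and 2 lower at an adjusted p under 0.05 (3 and 2 adjusted over the list alone; adjusted p = 0.751). Fibroblast markers had 0 of 13 passing by either adjustment (limma, adjusted p = 0.105 for the list, log2 median -0.13), but in clone 8 alone the list was called downwards (adjusted p = 0.0397, and adjusted p = 0.418 with an estimated correlation).

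**Figure D2:**
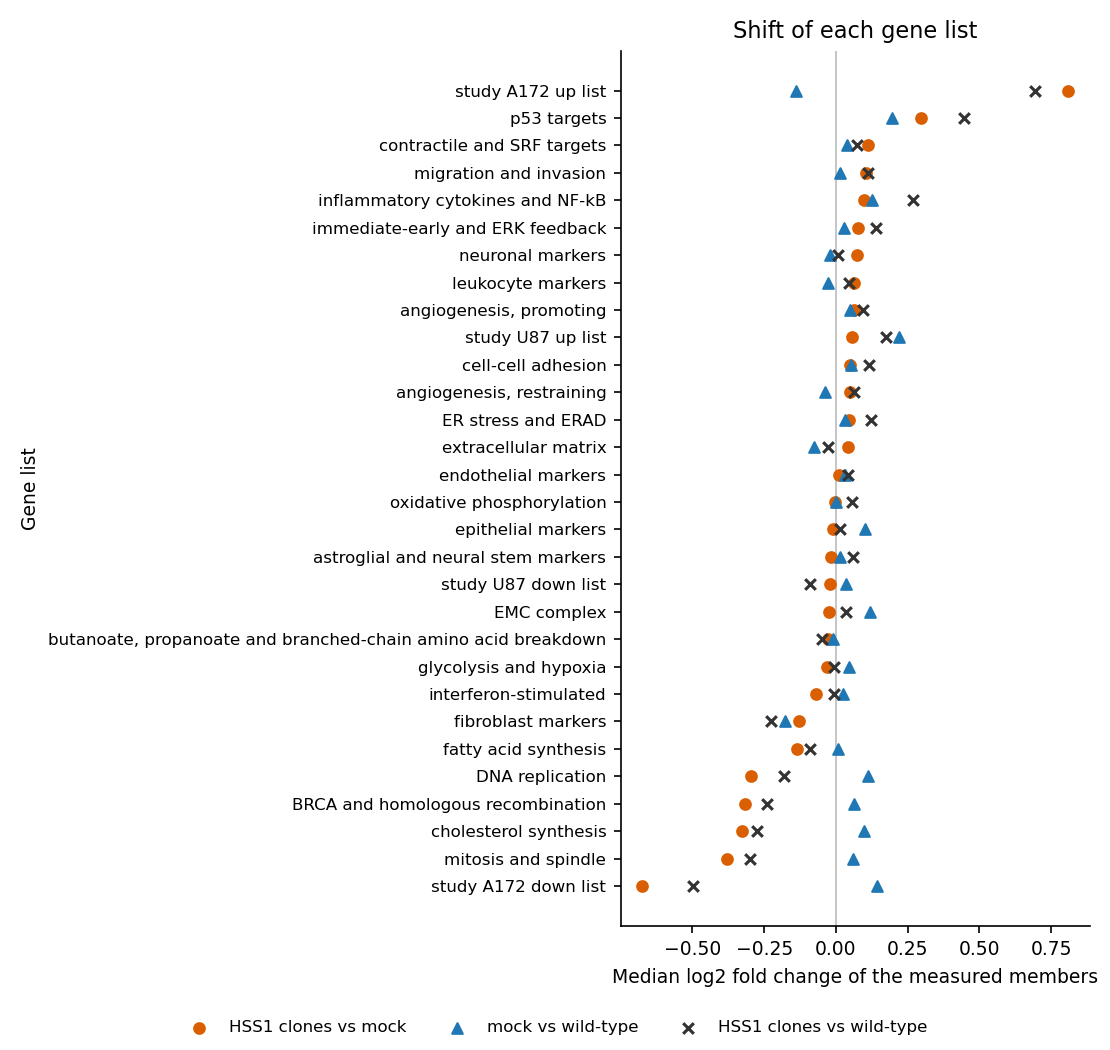
Median log2 fold change (horizontal axis) of each of the 30 gene lists (vertical axis) for the clones against mock, mock against wild-type and the clones against wild-type, 1 marker per comparison. Mitosis and p53 target lists lie on opposite sides of 0 in the clones against mock, at log2 -0.38 and 0.30.

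Chromosome 10 held 23 of the 75 genes that rose in the clones against mock (30.7%), against 3.70% of all genes tested (odds ratio 11.9, two-sided Fisher's exact test, adjusted p = 7.15e-14). The 23 lay on the long arm, and 17 of them between PLPP4 and its end, among them DOCK1, ECHS1 and ACADSB. The running median over 25 neighbouring genes reached log2 0.53 in the clones against mock over the stretch from ATE1 to DPYSL4, with a limit from shuffled gene order of 0.16. In mock against wild-type it fell to log2 -0.63 between PLEKHA1 and KNDC1 (limit 0.13), and 20 of the 69 genes that were lower in mock than in wild-type lay on chromosome 10 (29%, odds ratio 10.9, two-sided Fisher's exact test, adjusted p = 1.68e-11). ECHS1 was at log2 -0.50 and ACADSB at log2 -0.65 in mock against wild-type, and at log2 0.15 and -0.04 in the clones against wild-type. Chromosome 18 held 5 of the 55 genes that were higher in mock than in wild-type (9.09%, odds ratio 6.97, two-sided Fisher's exact test, adjusted p = 0.0263). Without the genes of chromosome 10, no chromosome was over-represented among the genes changed between the clones and mock. With clone 7 replicate 3 or clone 8 replicate 2 left out, 2 chromosomes were over-represented in place of 1.

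**Figure D3:**
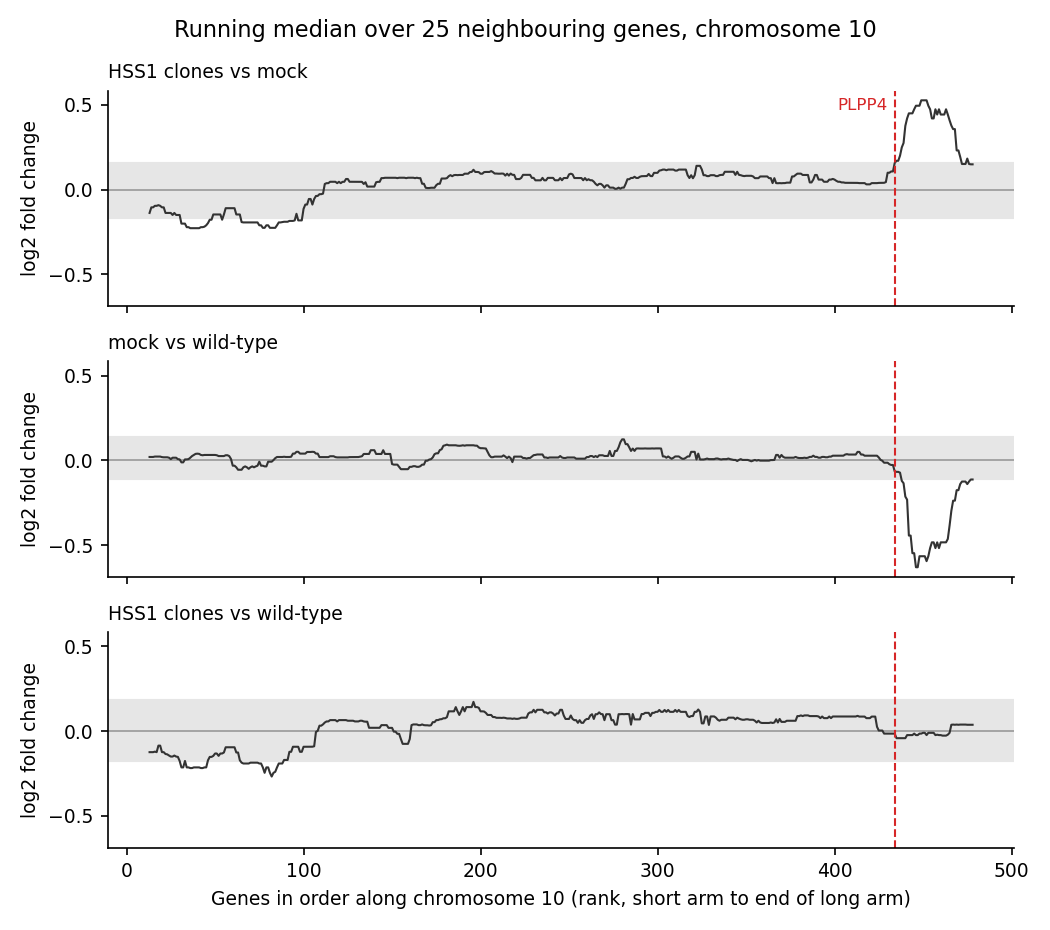
Running median log2 fold change over 25 neighbouring genes (vertical axis) along chromosome 10 in gene order (horizontal axis), in a panel each for the clones against mock, mock against wild-type and the clones against wild-type. The grey band is the limit from shuffled gene order around the median gene, and to the right of the dashed line at PLPP4 the median reached 0.53 in the clones against mock and -0.63 in mock against wild-type.

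Each clone was also set against mock alone, to see which changes the clones shared. In clone 7, AMTN (log2 1.93 ± 0.23 SE), CD24 (log2 1.65 ± 0.25), AADAC (log2 1.62 ± 0.29) and FAM133A (log2 1.60 ± 0.09) rose most after hHSS1 (5.73-fold), and CCDC102B (log2 -3.43 ± 0.12), XIRP2 (log2 -1.72 ± 0.16), SULT1B1 (log2 -1.52 ± 0.12) and LOC101928697 (log2 -1.51 ± 0.26) fell most. In clone 8, AADAC (log2 1.72 ± 0.29), ZNF22 (log2 1.66 ± 0.24), AMTN (log2 1.62 ± 0.23) and JAM2 (log2 1.44 ± 0.08) rose most after hHSS1 (6.36-fold), and CCDC102B (log2 -3.46 ± 0.12), LOC101928697 (log2 -1.62 ± 0.26), SULT1B1 (log2 -1.53 ± 0.12) and XIRP2 (log2 -1.52 ± 0.16) fell most. ACAT2 was 1.48-fold lower in clone 7, under the fold limit, and log2 -0.78 in clone 8. In clone 7 the call of AADAC was lost without mock replicate 1 (adjusted p = 0.0519, over a range of 0.000301 to 0.0602), and so was that of LOC101928697 (adjusted p = 0.0502, over a range of 0.00107 to 0.0567). The follistatin-like gene FSTL5 fell in clone 7 (log2 -1.39 ± 0.27, adjusted p = 0.0168), but not without clone 7 replicate 1 (adjusted p = 0.0827), clone 7 replicate 2 (0.0798) or mock replicates 1, 2 or 3 (0.0759, 0.0708 and 0.0662), over a range of 1.24e-06 to 0.0827.

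In clone 7, 129 genes changed against mock (86 higher, 43 lower), and in clone 8, 140 (56 higher, 84 lower), 3 arrays against 3. The count in clone 7 was 277 without clone 7 replicate 3. The count in clone 8 was 277 without clone 8 replicate 3 and 88 without mock replicate 2. Between the lists, 43 genes were higher in both clones and 37 lower in both, 80 in all, and 0 were called in opposite directions. Independent lists of these sizes share 0.261 and 0.196 genes. Unchanged groups simulated against the same mock arrays shared 0, but they have almost no calls to share, so that this 0 is no yardstick for the 80. The covariance of the fold changes over genes was 0.0255, against 0.00663 in the simulation, and the correlation was 0.75 against 0.499, genes not being independent replicates. With clone 7 set against mock and clone 8 against wild-type, which share no arrays, 46 genes changed the same way in both. Over all genes these fold changes, which share no arrays, correlated at 0.411, beyond the simulated range of -0.0503 to 0.0639. That argues against the shared mock arrays as the whole source of the likeness of the clones. Since 3 mock arrays are too few to split, the shared arrays may still be a part of it. Chromosome 10 held 22 of the 86 genes higher in clone 7 (25.6%, adjusted p = 1.88e-11) and 17 of the 56 higher in clone 8 (30.4%, adjusted p = 4.33e-10), by two-sided Fisher's exact tests. The division, p53 and cholesterol lists moved the same way in each clone. The mitosis list had adjusted p = 1.66e-23 in clone 7 and 2.63e-20 in clone 8. With an estimated correlation none of these lists was called in clone 7 or clone 8, with adjusted p = 0.101 and 0.139 for mitosis, 0.146 and 0.171 for DNA replication, 0.182 and 0.209 for homologous recombination, 0.101 and 0.139 for p53 targets and 0.101 and 0.102 for cholesterol synthesis. Both comparisons share the mock arrays, so that they are not independent.

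The clones were compared with each other to see where they differ. hHSS1 was 1.11-fold higher in clone 8 (log2 0.15 ± 0.20, adjusted p = 0.778), and AMTN was 1.24-fold lower in clone 8 (adjusted p = 0.647). By limma, 0 of 18417 genes changed between clone 8 and clone 7 (3 arrays against 3), with a smallest adjusted p of 0.62, and 1328 genes had an unadjusted p under 0.05. The arrays did not group by clone. Clone 7 replicate 3 correlated best with clone 8 replicate 2 (r = 0.99835 over genes) and less with the rest of its own clone (mean r = 0.99101), and clone 8 replicate 3 correlated best with clone 7 replicate 1 (r = 0.99699). Clone 7 replicates 1 and 2 correlated at 0.99859, and the mock arrays at a mean of at least 0.99855, where genes are not independent replicates. With replicate 3 of both clones left out, a choice made after these correlations were seen, 617 genes changed between the clones. Leaving out arrays that resemble the other clone raises this count by construction.

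**Figure D4:**
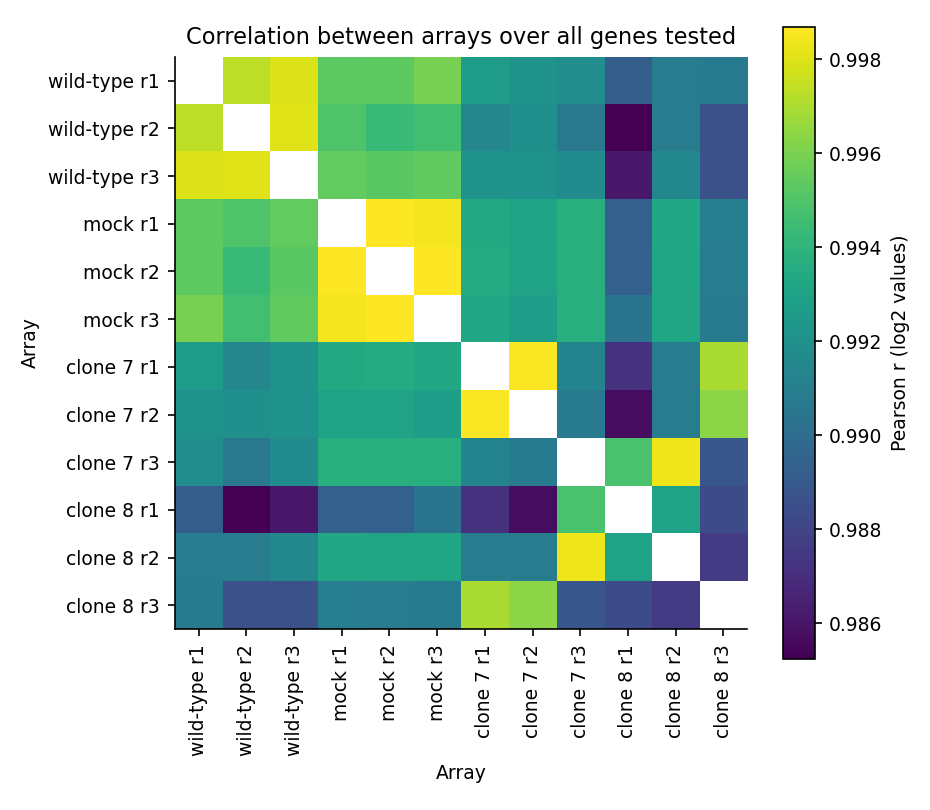
Pearson correlation over 18417 genes (colour) between each pair of the 12 arrays, ordered by group on both axes. Clone 7 replicate 3 is closest to clone 8 replicate 2 (0.99835) and clone 8 replicate 3 to clone 7 replicate 1 (0.99699).

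Mock was set against wild-type to measure what differs between the controls. CCDC102B was 13.6-fold higher in mock (log2 3.77 ± 0.12 SE, adjusted p = 6.47e-09), from a level of 6.12 in wild-type to 9.88 in mock, while both clones lay near wild-type (6.45 and 6.43). The wild-type level lay below the lower quartile of each wild-type array (7.03 at the lowest). It could not be told from background, so that the size of this fold is uncertain. The matrix protein gene EFEMP1 (log2 1.81 ± 0.17), complement C3 (log2 1.68 ± 0.20) and the transporter SLC12A8 (log2 1.68 ± 0.07) were also higher in mock. Lower were the melanocortin receptor MC4R (log2 -2.05 ± 0.27), ZNF518B (log2 -1.90 ± 0.26) and the scaffold gene LIN7A (log2 -1.83 ± 0.12). LIN7A in mock (6.91) lay below the lower quartile of each mock array (7.01 at the lowest), and the size of its fold is uncertain. ZNF737 (log2 -2.35 ± 0.20), in a large zinc finger family, and the antisense gene PKD1L1-AS1 (log2 2.24 ± 0.11) share sequence with other genes or strands, and their values are uncertain. NLGN1, a neuronal adhesion gene, was lower (log2 -1.44 ± 0.25), but lost its call without wild-type replicate 3 (adjusted p = 0.0582) or mock replicate 2 (adjusted p = 0.0632), over a range of 1.32e-06 to 0.0697.

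In mock against wild-type 124 genes changed, 55 higher and 69 lower (3 arrays against 3). Of 13 fibroblast markers 2 fell by either adjustment, the homeobox gene PRRX1 (log2 -1.35 ± 0.22) and collagen COL1A1 (log2 -0.72 ± 0.10), with adjusted p = 0.000266 for the list, and adjusted p = 0.315 with an estimated correlation. The call of PRRX1 was lost without shrinkage of the variances (adjusted p = 0.054, over a range of 1.28e-07 to 0.054). Of 30 extracellular matrix genes 3 fell, among them fibrillin FBN1 (log2 -1.09 ± 0.09), and 5 were lower at an adjusted p under 0.05 (7 adjusted over the list alone). That list's adjusted p was 4.81e-06, and adjusted p = 0.312 with an estimated correlation. Of the p53 targets, GDF15 rose (log2 0.92 ± 0.06), 1 of 22 at an adjusted p under 0.05 and 9 adjusted over the list alone, with adjusted p = 1.02e-06 for the list, and adjusted p = 0.315 with an estimated correlation. In the inflammatory list C3 and CFI (log2 1.05 ± 0.13) rose, and 3 of 23 genes were higher by either adjustment (adjusted p = 0.00482, and adjusted p = 0.351 with an estimated correlation). DNA replication genes shifted upwards with 0 of 28 passing by limma at an adjusted p under 0.05 and 3 adjusted over the list alone (adjusted p = 0.000266, and adjusted p = 0.664 with an estimated correlation), the gene nearest being RFC4 (log2 0.32 ± 0.08). In the epithelial list KRT8 was at log2 0.48 ± 0.05, with 1 of 15 higher at an adjusted p under 0.05 and 5 higher and 1 lower adjusted over the list alone (adjusted p = 0.00619, and adjusted p = 0.315 with an estimated correlation). In the neuronal list the stathmin STMN2 fell (log2 -0.79 ± 0.07), 3 of 15 being lower by either adjustment (adjusted p = 0.0324, and adjusted p = 0.664 with an estimated correlation).

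The study's A172 lists moved the other way in mock against wild-type. Of its up-regulated genes 7 of 35 were lower past both limits, and of its down-regulated genes 9 of 45 were higher. Adjusted over the list alone, 14 of the first were lower and 6 higher, and 18 of the other list were higher and 4 lower, with adjusted p = 1.56e-05 and 5.69e-10, and adjusted p = 0.315 with an estimated correlation for each. These lists were chosen against the same mock arrays and are not independent evidence of direction. The table of genes most up-regulated in U87 was higher in mock too, with GDF15 and ANKRD1 (log2 0.78 ± 0.11) risen, 3 of 18 genes higher at an adjusted p under 0.05 and 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.000682, and adjusted p = 0.315 with an estimated correlation).

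Against wild-type cells the clones were compared to see which changes hold with the other control. AADAC was 6.09-fold higher in the clones (log2 2.61 ± 0.25 SE, 6 arrays against 3, adjusted p = 5.96e-05). Its wild-type level (6.83) lay below the lower quartile of each wild-type array (7.03 at the lowest). The size of this fold is therefore uncertain. EDIL3 was at log2 1.19 ± 0.07 and CLDN1 at log2 1.20 ± 0.10, while XIRP2 (log2 -1.20 ± 0.14), TEK (log2 -0.97 ± 0.14) and B3GALT1 (log2 -1.66 ± 0.15) were lower. JAM2 was 1.44-fold higher, under the fold limit (adjusted p = 0.000629). CCDC102B was at log2 0.33 and ZNF22 at log2 0.22 (adjusted p = 0.528), so that neither differed past both limits from wild-type. SULT1B1 was at log2 0.12, ANO5 at log2 -0.16, CD180 at log2 0.01 and FAM133A at log2 0.31.

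Of 22 p53 targets 7 were higher in the clones than in wild-type past both limits, led by GDF15 (log2 1.40 ± 0.05), ZMAT3 (log2 0.85 ± 0.07) and TP53INP1 (log2 0.79 ± 0.07), and 17 were higher at an adjusted p under 0.05 (18 adjusted over the list alone). That list's adjusted p was 9.23e-18, and adjusted p = 0.0509 with an estimated correlation. Of 32 mitosis genes 16 were lower at an adjusted p under 0.05 (26 adjusted over the list alone), with PIMREG at log2 -0.66 ± 0.06 and adjusted p = 8.85e-18 for the list, and adjusted p = 0.155 with an estimated correlation. DNA replication (5 of 28 lower, 9 adjusted over the list alone, adjusted p = 3.01e-07, and adjusted p = 0.274 with an estimated correlation) and cholesterol synthesis (8 of 18 lower, 10 adjusted over the list alone, adjusted p = 4.28e-07, and adjusted p = 0.156 with an estimated correlation) shifted down too. Among fibroblast markers PRRX1 (log2 -2.01 ± 0.19), COL1A1 (log2 -0.73 ± 0.09) and COL3A1 (log2 -1.46 ± 0.29) fell, and 6 of 13 were lower at an adjusted p under 0.05 (7 adjusted over the list alone). That list's adjusted p was 3.32e-05, and adjusted p = 0.155 with an estimated correlation. In the inflammatory list C3 (log2 1.84 ± 0.17) and IL18 (log2 0.69 ± 0.10) rose, and 10 of 23 genes were higher at an adjusted p under 0.05 (11 higher and 2 lower adjusted over the list alone). Its adjusted p was 0.000323, and adjusted p = 0.188 with an estimated correlation. Of 18 astroglial and neural stem genes, NES (log2 -1.17 ± 0.06) and SOX2 (log2 -0.59 ± 0.08) fell and the Notch target HES1 rose (log2 1.07 ± 0.14), with 3 higher and 2 lower at an adjusted p under 0.05 by either adjustment and no call for the list (adjusted p = 0.773). SOX2 lay below 1.5-fold without clone 7 replicate 1 (log2 -0.57) or 3 (log2 -0.57), clone 8 replicate 1 (log2 -0.56), or wild-type replicate 1 (log2 -0.56) or 3 (log2 -0.55). In cell-cell adhesion CLDN1 and CDH10 (log2 1.28 ± 0.15) rose, and 7 of 23 were higher at an adjusted p under 0.05 (9 adjusted over the list alone, adjusted p = 0.00127, and adjusted p = 0.118 with an estimated correlation).

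The study's A172 lists kept their direction against wild-type. Of 35 up-regulated genes 29 were higher at an adjusted p under 0.05 (30 adjusted over the list alone), and of 45 down-regulated genes 34 were lower and 2 higher (36 and 3 adjusted over the list alone), with adjusted p = 0.0401 and 0.0423 with an estimated correlation. The clone arrays were among those the lists were chosen on, so that this is not independent evidence. The other lists called with the preset correlation included homologous recombination and fatty acid synthesis downwards (adjusted p = 3.28e-06 and 0.00144, and adjusted p = 0.191 with an estimated correlation for each). The stress, migration and immediate-early lists were called upwards and the interferon list downwards (adjusted p between 0.0352 and 0.0469, and adjusted p between 0.191 and 0.395 with an estimated correlation). The tables of the genes most changed in U87 were called in their own direction (adjusted p = 0.00234 up and 0.0112 down, and adjusted p = 0.191 with an estimated correlation for each).

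Against wild-type 291 genes changed in the clones, 167 higher and 124 lower (6 arrays against 3). The same way against both controls were 56 of the 134 genes changed against mock (41.8%), 30 higher and 26 lower, and 2 were called the opposite way against wild-type, ZNF737 (log2 -1.62) and PKD1L1-AS1 (log2 1.36), whose values are uncertain. Independent lists share 0.68 and 0.397 genes. Simulated unchanged clones shared 0, but they have almost no calls to share, so that this 0 is no yardstick for the 56. The covariance of the fold changes was 0.0221 against 0.00333 simulated. The simulation gave every group the same spread, while clone 8 varied most, so that part of the excess may come from the shared clone arrays. The count of 56 rose to 87 without clone 8 replicate 3. In 34 of the 134 genes (25.4%), among them hHSS1, CCDC102B, JAM2, ZNF22, SULT1B1 and ANO5, mock had changed the opposite way against wild-type. On chromosome 4 lay 13 of the 124 genes lower in the clones than in wild-type (10.5%, odds ratio 2.95, two-sided Fisher's exact test, adjusted p = 0.0472).

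**Figure D5:**
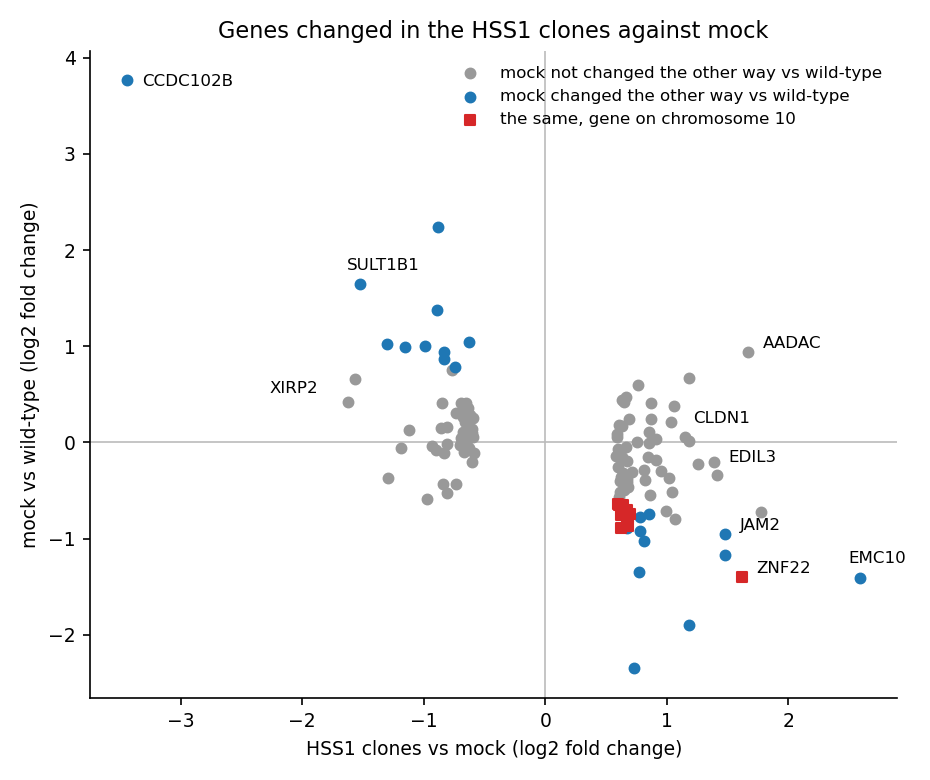
Log2 fold change of the 134 genes changed between the clones and mock (horizontal axis) against their log2 fold change between mock and wild-type (vertical axis), a point per gene. Colour marks the 34 genes in which mock had changed the opposite way, with squares for those on chromosome 10, and CCDC102B stands apart at -3.44 and 3.77.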

Values the study reported

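The study counted 84 differentially expressed genes in A172 cells that overexpressed hHSS1, with a fold-change limit of 1.5. Its fold-changes against vector control, given at a q of at most 0.05, were 11.881 for C19orf63 (hHSS1), 4.012 for ZNF22 and 2.66 for JAM2 among the up-regulated genes. CCDC102B (-11.348) and XIRP2 (-3.387) stood among those down-regulated. Of the genes that the study also measured by PCR, it found XIRP2 alone to differ between PCR and arrays, in both clones. For 2 genes that moved oppositely in U87 cells, the A172 fold-changes were -1.7 (CFI) and -2.1 (TEK). In its pathway analysis, butanoate metabolism ranked first in A172, with 5 such genes in clone 7 and 4 in clone 8.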

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

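The tests of the end of chromosome 10, of exchanged labels, mixed cultures and a poor array, and of the genes in which mock departs from wild-type were chosen only after the results were seen.

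Probe sets that carry no single gene name stood outside the comparisons, and 17 of 13837 changed between the clones and mock (7 higher, 10 lower), a signal in data not otherwise reported on. Between the controls, mock against wild-type, 3 changed (1 higher, 2 lower). Of the 17, 1 had changed the opposite way in mock against wild-type.

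Genes of the long arm of chromosome 10 were over-represented among those that rose in the clones against mock. The 499 other genes tested on the arm had a median log2 difference of 0.0674, above the middle 95% of random gene sets (-0.00268 to 0.0208), and of 0.0576 after quantile normalization (-0.00958 to 0.0122), which argues against array normalization. In mock against wild-type their median was 0.0171, within the random range (0.00597 to 0.0262), which argues against a loss of the whole arm in mock. From PLPP4 to the end of the arm the 65 genes not changed between the clones and mock, a choice that leaves out most genes fallen in mock, had a median of -0.0289 in mock against wild-type and 0.0676 in the clones against wild-type, and all 82 had -0.0806, below random sets (-0.0104 to 0.0411), and 0.0606, within them (0.000284 to 0.0668), while all 440 of the rest of the arm lay at 0.0762 in the clones against wild-type, above random sets (0.00629 to 0.0354), and 156 genes of the short arm went the other way, at -0.0758 in the clones against mock (-0.0126 to 0.0292) and -0.0686 against wild-type (-0.000948 to 0.0486). Against mock these short arm genes lay at -0.0587 in clone 7 and -0.135 in clone 8. All genes of the rest of the long arm lay at 0.0314 in clone 7 and 0.0775 in clone 8, so that both shifts were larger in clone 8. A candidate explanation is a difference in copy number between the lines, with loss of the end of the arm in mock and a small gain of the rest and a small loss of the short arm in the clones, more so in clone 8. No DNA was measured here, and an effect of hHSS1 on these genes stays open, as untested.

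The replicate 3 arrays of the clones resembled the other clone. On an axis from the other clone 7 arrays (0) to the other clone 8 arrays (1), taken from 13837 probe sets without a single gene name, clone 7 replicate 3 lay at 0.712 and clone 8 replicate 3 at 0.15, and over the 18417 genes tested, in which the resemblance was first seen, at 0.873 and 0.133. With each clone array left out in turn, clone 7 replicate 3 ran from 0.427 to 0.764 and clone 8 replicate 3 from -0.0967 to 0.397, and without clone 8 replicate 2 they lay at 0.427 and 0.254, so that neither cultures holding both clones, which would lie between the ends, nor 1 poor array is argued against. An exchange of the labels of these arrays may be the source, but 0.712 fell short of the 0.75 set for it. Clone 8 replicate 1 stood apart, with the narrowest interquartile range (3.13) and the lowest best correlation with another array (0.99482) of the 12. Without it clone 7 replicate 3 lay at 0.567 and clone 8 replicate 3 at -0.0967, and 0 genes changed between the clones. An exchange, a mixture, a poor array and a difference between cultures of a clone cannot be told apart with 3 arrays for each. The mean of both clones, and so the fold changes of both against mock, would be the same after an exchange, but the p values and counts of every comparison, the fold changes, lists and runs of each clone, the genes shared by both clones and clone 8 against clone 7 would not.

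In 34 genes changed between the clones and mock, 23 higher and 11 lower in the clones, mock had changed the opposite way against wild-type. Simulated groups with no difference that shared the mock arrays gave 0 such genes in each of 100 data sets. Data with no difference leave almost no gene called in either comparison, so that this 0 cannot decide on the shared arrays. Over all genes, the fold changes of the clones against mock and of mock against wild-type correlated at -0.27, weaker than the simulated -0.578 (-0.609 to -0.54). Their covariance was -0.00777, against a simulated -0.00664 (-0.00724 to -0.00582). The simulation gave a gene the same spread in every group, while the median gene's SD was 0.05 in mock and 0.14 in clone 8. It may therefore overstate what the shared mock arrays add, and cannot decide on their part. The shared arrays stay open as a part of the source. Of the 34, 12 lay on chromosome 10 (35.3%) and 22 elsewhere, which argues against the copy number of chromosome 10 as the source of the whole set. The 20 neighbours of hHSS1 had a median of -0.0452 in mock against wild-type, below random sets (-0.0333 to 0.0675), and windows beside hHSS1, from SNORD32A to MYH14, went down to -0.185 (limit 0.126 from the median gene), while hHSS1 was at -1.40, which argues against a lower copy number as the whole source of its low level in mock but leaves a small part open. What else stays open, as untested, is a difference that arose in the single mock line, in which case these genes may tell more of mock than of hHSS1.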

How the results depend on the processing

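Leaving out replicate 3 of both clones and leaving out chromosome 10 were chosen after the data were seen. Over the alternatives, 228 counts and leading values stayed within 1.5 times the reported value and 44 did not. The hHSS1 difference was 2.55 to 2.61 on the log2 scale, and 2.49 to 2.68 with each array left out. Counts below are in the order both clones against mock, clone 7, clone 8, mock against wild-type, clones against wild-type, shared by both clones, and shared against both controls. They were 1175, 579, 938, 413, 1832, 433 and 567 with no fold limit (6 chromosomes over-represented), 27, 29, 29, 38, 75, 19 and 14 at 2-fold (0 chromosomes), and 387, 329, 376, 277, 585, 210 and 164 at an unadjusted p under 0.001 with 1.3-fold (3 chromosomes), as looser or stricter limits must move them. With no shrinkage, clone 8 gave 88 and both clones shared 52; with only the groups compared in the fit, clone 8 gave 89 and mock against wild-type 200. The cause of these was not tested. With each array left out, the 7 counts ran from 107 to 178, 89 to 277, 88 to 277, 96 to 153, 228 to 342, 55 to 92 and 46 to 87, the count between the clones stayed at 0 by limma, lists called ran from 11 to 17 and chromosomes from 1 to 2. Clone 7 gave 89 without mock replicate 2 and 277 without its replicate 3, and clone 8 gave 88 and 277 likewise. With crossed controls the clones shared 46 genes either way. An estimated correlation left 2 lists called, the study's own for A172. Without replicate 3 of both clones, clone 7 gave 399, clone 8 gave 379, clone 8 against clone 7 gave 617, mock against wild-type 199, the count shared against both controls was 94 and 3 chromosomes were over-represented, since removing arrays that resemble the other clone narrows the spread by construction. In that setting 127 of the 134 genes of both clones against mock kept their call. Without chromosome 10, 0 chromosomes were over-represented and 109 genes changed between the clones and mock. Quantile normalization gave 130 genes, of which 121 were among the 134. The replicate numbers did not pair the samples (4 of 18 pairs correlated above 0.1, from -0.832 to 0.446), and with a replicate block 120 genes changed, 119 of them among the 134. The block ended the calls of ELF3, TAGLN (mock against wild-type) and FBXO32 (clones against wild-type). For named genes, 7583 results kept direction and call, 78 lost a call, 62 gained 1 and 3 turned. APLN, at -0.03, was 0.00124 without mock replicate 3 and 0.00681 without clone 8 replicate 2, and ran from -0.0585 to 0.00681. THBS1 was -0.0147 without clone 8 replicate 3, and ran from there to 0.434. Neither had passed the test. The lists were not rerun without shrinkage, which camera needs. Dim genes could not be told from background, and without the dimmest 30% of genes 106 changed between the clones and mock.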

Other observations

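The genes of the next 2 paragraphs were chosen after their values were seen, and so were the test of splits between the clones and the other segments of chromosomes.

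MET, SMAD3, TGFBR2 and LIFR differed from wild-type in mock and in the clones. The receptor tyrosine kinase MET was 1.96-fold higher in mock than in wild-type (log2 0.97 ± 0.08 SE, limma adjusted p = 3.43e-05) and 2.11-fold higher in the clones (log2 1.08 ± 0.07), with levels of 11.31 in wild-type, 12.28 in mock, 12.41 in clone 7 and 12.37 in clone 8 (n = 3 each). SMAD3, which carries TGF-beta signals to the nucleus, was 2.15-fold higher in mock (log2 1.10 ± 0.08) and 2.27-fold higher in the clones (log2 1.18 ± 0.07), while the TGF-beta receptor TGFBR2 was 1.68-fold lower in mock (log2 -0.75) and 2.15-fold lower in the clones (log2 -1.11). The receptor LIFR, which binds leukaemia inhibitory factor, was 2.62-fold higher in mock and 2.06-fold higher in the clones. These 4 genes passed both limits against wild-type with each of the 12 arrays left out in turn, and none of them passed both between the clones and mock. The neuronal membrane glycoprotein gene GPM6A was 10.6-fold lower in the clones than in wild-type (log2 -3.40 ± 0.61, adjusted p = 0.0044), with an SD of 1.6 in clone 7 and 1.41 in clone 8 against 0.06 in wild-type (log2, n = 3 each).

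Runs of neighbouring genes on other chromosomes, and a further run on chromosome 10, moved together. In the clones against mock the running median over 25 genes went down to log2 -0.27 along chromosome 4 from PLAC8 to IRF2 (188 windows), and to log2 -0.35 against wild-type from MCUB to TMEM131L (87 windows). Shorter runs went as far there on chromosome 1 from ABCB10 to FAM89A (log2 -0.28, 10 windows) and chromosome 5 from PCDHA8 to PCDHB7 (log2 0.28, 10 windows), both against mock. In clone 7 alone the median went up to log2 0.28 on chromosome 14 from PLEKHG3 to SLIRP-OT1 (87 windows). A run beside it from DTD2 to ZBTB25 was longer (log2 0.25, 104 windows). On chromosome 5 a shorter run from VTRNA1-3 to PCDHB16 went higher (log2 0.32, 20 windows). In mock against wild-type the median went down to log2 -0.28 on chromosome 19 from RBM42 to LGALS4 (56 windows) and to log2 -0.18 on chromosome 21 from EVA1C to HMGN1 (41 windows). Between the clones, 463 of 12315 windows lay beyond the limit, counted from the median gene at -0.0173, and in clone 8 against clone 7 the median went down to log2 -0.24 on chromosome 2 from SPOPL to DLX1 (55 windows), to log2 -0.22 on chromosome 10 from CDC123 to ZNF248 (65 windows) and to log2 -0.245 on chromosome 14 from G2E3 to SNAPC1 (100 windows). The limits from shuffled gene order, each a distance from the median gene, were 0.16, 0.18, 0.15, 0.13 and 0.13 for the clones against mock, the clones against wild-type, clone 7 against mock, mock against wild-type and clone 8 against clone 7.

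The number of genes changed between the clones and mock at the study's limits was 134, and 80 changed the same way in each clone. The first is higher than the number quoted from the study above. The difference in hHSS1 between the clones and mock was 6.04-fold. That is lower than the value quoted from the study above. Where these differences come from cannot be told. The study does not name its test, which of its programs was used for A172, or how it joined the clones. Its A172 tables also hold KRT81 and POTEB, which were not analysed here.

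Other splits of the same arrays were counted, with the clones as 1 group. For the clones against mock, 131 genes changed in this fit, 3 of the 84 splits gave as many, the real one included, and the highest other gave 324, so that chance could be excluded at a share of 0.05. That split set clone 7 replicates 1 and 2 with clone 8 replicate 3 apart from the rest, which points to a structure of the samples. For the clones against wild-type, 3 of 84 splits gave as many as the real 287, with 385 as the highest other, and for over-represented chromosomes 2 of 84 gave as many as the real 1, with 2 as the highest other, so that chance could be excluded for both. Chance could not be excluded for the number of gene lists called, since 10 of the 84 splits gave as many as the real 13, with 16 as the highest other. The genes shared by both clones (80, highest other 248, 4 of 100 splits) and those shared against both controls (53, highest other 0, 1 of 100 splits) left chance excluded, and a split with 248, several times the real count, again points to a structure of the samples.

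Splits were too few for a share under 0.05 where 3 arrays met 3. The real and highest other counts were 129 and 0 for clone 7 against mock, 140 and 0 for clone 8 against mock, and 124 and 0 for mock against wild-type, each with 1 of 10 splits as large. Between the clones they were 0 and 584, with 10 of 10 splits as large, and the split with 584 put clone 7 replicates 1 and 2 with clone 8 replicate 3, a structure of the samples.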
